A study of Arabidopsis thaliana with 11 samples. Its data were reported in "Dynamic control of enhancer activity drives stage-specific gene expression during flower morphogenesis" (2019).

How the data were processed

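RNA-seq libraries were made from inflorescences of Arabidopsis thaliana, ecotype Landsberg, that carried AP1 fused to the glucocorticoid receptor (AP1-GR) under the AP1 promoter in the ap1 cal double mutant. Per the labels, the plants were treated daily with dexamethasone, and material was taken before treatment (day 0) and at days 2, 4 and 8. The sample labels state a dexamethasone concentration of 2 mM, the series design 1 uM and the methods of the study 2 uM. The 11 libraries were grouped by the day in their titles, which gave 3 libraries at day 0, 2 at day 2, 3 at day 4 and 3 at day 8.

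Per the submitters' processing notes, the authors mapped reads with STAR to TAIR10 and estimated expression with RSEM version 1.2.22. The authors deposited one table of FPKM values (sequenced fragments scaled by transcript length and by library size) with 20971 genes, a mean FPKM per day, a p-value per gene across the days and an adjusted value called FDR. The FPKM columns had been brought to one common distribution before they were deposited: the sorted columns differed by a median of 0.0129%, and 100% of the values were multiples of 1/2200 within 0.001 of a step, as averages over 11 libraries would be. The column totals were 734615 to 734624 FPKM for this reason and carry no information on depth. Read counts were not used here, so the depth per library is unknown and no counting interval is given. The rule by which genes entered the table is not stated. The deposited p-values equalled a one-way analysis of variance on the untransformed FPKM values, and the deposited FDR column equalled a Holm adjustment of these p-values, with a largest difference of 1.47e-15.

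All tests used the FPKM columns of the single libraries. Values were transformed as log2(FPKM + 1), and genes with at least 1 FPKM in at least 2 libraries were kept, which left 19278 genes. A linear model with the 4 days as groups was fitted to all 11 libraries at once with limma version 3.58.1 in R version 4.3.3. Its moderated tests used a variance trend on mean expression, 7 residual degrees of freedom and Benjamini-Hochberg adjustment within each comparison. A gene was called changed at an adjusted p under 0.05 and a change of at least 2-fold in FPKM + 1. An F test asked whether a gene differed among the 4 days, with the 2-fold minimum taken between its highest and lowest mean, and 6 contrasts compared the days in pairs. The p-values measure the spread between libraries, each made from a pool of inflorescences.

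Lists of genes were fixed from general knowledge before the data were examined, as were the comparisons, tests, thresholds and most alternatives. There were 25 lists with 351 genes in all, of which 320 were in the table and 307 were tested. They covered floral organ identity, floral transition and inflorescence identity, meristem maintenance, floral meristem identity, organ boundary, organ polarity, organ growth, early anther, tapetum and pollen wall, mature pollen, meiosis, gynoecium and ovule, mitosis, DNA replication, photosynthesis, jasmonate, auxin, gibberellin, cytokinin response, heat shock, circadian clock, xylem and secondary wall, phloem, epidermis and cuticle, and flavonoid genes. Lists with at least 3 tested members were compared with all other genes by limma's camera with a preset correlation of 0.01 between genes, and again with the correlation estimated from the libraries, each with Benjamini-Hochberg adjustment over the 24 lists tested. The directional test of limma's fry asked whether members moved, on balance, one way. Counts of members are given over all genes tested and adjusted over the list alone. A list of senescence and dark-inducible genes and a list of mitochondrial stress genes were added after the data had been seen. Their camera tests and counts used only the members whose values had not been looked at before. The camera p-values of these added lists were adjusted over the added lists alone, not over the 24 lists. Families of transcription factors were taken from gene aliases, also after the data had been seen, without 2 ligase genes that share the SPL alias.

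Genes near predicted enhancers came from 6 complete lists published by the study. The share of changed genes in each list was compared with that of all other tested genes by a two-sided Fisher's exact test, and the median range of its day means was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins. Comparisons of these lists with each other were added after the results had been seen.

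Some genes named in the text, such as JAZ6, JAZ9, TOE3, HAM2 and LHCB2.2, fell outside the naming rule. So did the members named for families and added lists, which were picked after the results were seen. The others, the only ones in counts of named genes, followed a rule set before the data were examined. It took the 5 largest rises and 5 largest falls of each of 4 comparisons (day 2 against 0, day 4 against 2, day 8 against 4 and day 8 against 0) among called genes whose libraries did not overlap and whose higher mean was at least 5 FPKM. In each list it added the 4 called members that moved most from day 0 to day 8. It also took the 4 that moved most at any successive step, and a fixed set of genes, most of them named by the study. Gene names came from the table and, for 20867 of its 20971 genes, were matched by locus to the RefSeq annotation of assembly TAIR10.1, where 20154 were protein coding. No coordinates are given, since that assembly is not named as the one the values were made on. Whether reads were counted by strand is not stated, so overlapping and antisense genes may share reads, and near-identical copies such as RBCS1B, the LHCB1 genes, AOC1, AOC2 and AOC3, and VSP1 and VSP2 are uncertain as single genes.

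The tests were checked on simulated data for all 19278 genes, with known changes in 100 genes at each simulated size. The changed genes were drawn from those with a mean log2 value of at least 2, and no other gene changed. Recovery at lower levels, or where many genes change, was not checked. At a simulated log2 change of 1.5 limma recovered 98% of the changed genes for day 2 against day 0, 97% for day 4 against day 0, 99% for day 8 against day 0, 94% for day 4 against day 2, 97% for day 8 against day 4 and 92% for day 8 against day 2, with 0 to 11 false calls. Among 300 simulated unchanged lists for day 8 against day 0, camera gave p under 0.05 in 3.33% with the preset and 1.67% with the estimated correlation. The simulated genes varied independently of each other, so this does not check the preset for lists whose genes move together.

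Results were recomputed with a pseudocount of 0.1 or 1e-06, without the filter, with a filter of 5 FPKM and with libraries rescaled by median ratios. Fits were also run with ordinary tests without moderation, without each library in turn, with the replicate number as a block and with only the groups compared. The fold minimum was left out or set to 4-fold. The list tests were not rerun with ordinary tests, with only the groups compared or with another fold minimum. The enhancer tests were not rerun with only the groups compared. The filter of 5 FPKM left out some lists and named genes. Library weights by day and a fit without day 8 were added after the data had been seen. A further quantile normalization was not run because the values already had one distribution. No chloroplast or mitochondrial genes were in the table, so their removal was not run, and a test on another unit was not run because FPKM was the sole unit of the libraries. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.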

Results

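RNA levels were measured by sequencing total RNA from inflorescences of Arabidopsis plants in which flower formation was started by dexamethasone. The plants lacked functional AP1 and CAL, related MADS-domain regulators of floral meristem identity, and carried AP1 fused to the glucocorticoid receptor (AP1-GR) under the AP1 promoter. Dexamethasone lets the fusion protein enter the nucleus. Libraries came from day 0, before treatment (n = 3), and from days 2 (n = 2), 4 (n = 3) and 8 (n = 3) of daily treatment, and each was made from a pool of inflorescences. No library came from untreated plants after day 0, so days of treatment, plant age and floral stage moved together. The values were FPKM per gene, already brought to a common distribution by the authors, and 19278 genes were tested. The depth of the libraries is unknown.

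Levels below are mean FPKM ± SD over the n of each day, and changes are differences of mean log2(FPKM + 1) ± SE from limma with Benjamini-Hochberg adjusted p. Where a gene was near 0 FPKM on a day, its log2 change depends on the added 1 and the FPKM values are the better guide. The lowest value of a column is shared by many genes and is not a measured level. A gene is said to have risen, fallen or changed if it passed an adjusted p of 0.05 and a 2-fold minimum, taken on FPKM + 1. A gene at a low level can thus change more than 2-fold in FPKM and still miss the minimum. The AP1 values do not separate transcripts of the AP1-GR transgene from those of the mutant gene, and the CAL values are those of a mutant gene.

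The question over the whole series was which genes change as flowers form. Of the 19278 genes, 6328 (32.8%) changed among the 4 days. Among them, 2918 were highest on day 8, 1854 on day 0, 1201 on day 2 and 355 on day 4, while 3297 were lowest on day 8, 1650 on day 0, 914 on day 2 and 467 on day 4. The day 8 libraries stood apart from the rest. Component 1 of a principal component analysis held 84.2% of the variance and component 2 held 4.84%, and on component 1 the day 8 libraries lay at 100 to 138 and all others at -60.5 to -28.3. Across genes, which are not independent replicates, libraries correlated at 0.992 to 0.994 within day 0, 0.985 within day 2, 0.991 to 0.993 within day 4 and 0.964 to 0.972 within day 8, against 0.700 to 0.802 between days 0 and 8. The pooled SD (log2) was 0.159 at day 0, 0.230 at day 2, 0.165 at day 4 and 0.338 at day 8, so the day 8 libraries spread 2.12 times as much as those of day 0. Each SE and p rests on 1 spread per gene over all 4 days, so those of comparisons with day 8 may be too small. The deposited FDR column was below 0.05 for 659 genes, 588 of them with a 2-fold range, and it equalled a Holm adjustment. A Benjamini-Hochberg adjustment of the same deposited p-values passed 13362 genes, 7145 of them with a 2-fold range. Of the 587 genes that passed the deposited column with a 2-fold range and were tested here, 574 were also called here.

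**Figure D1:**
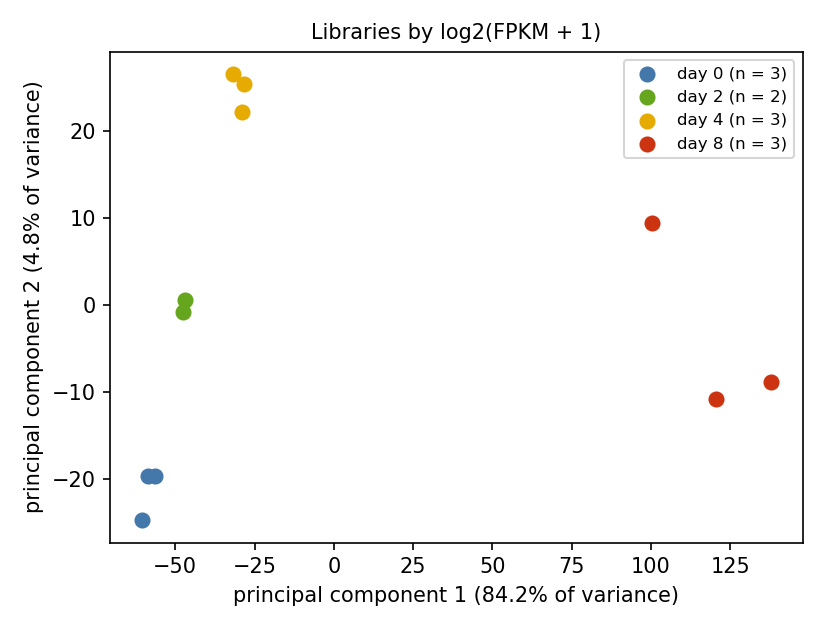
Principal components of log2(FPKM + 1) of the 11 libraries, colored by day, with the share of variance on each axis. The day 8 libraries lie at 100 to 138 on component 1 and the others at -60.5 to -28.3.

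**Figure D2:**
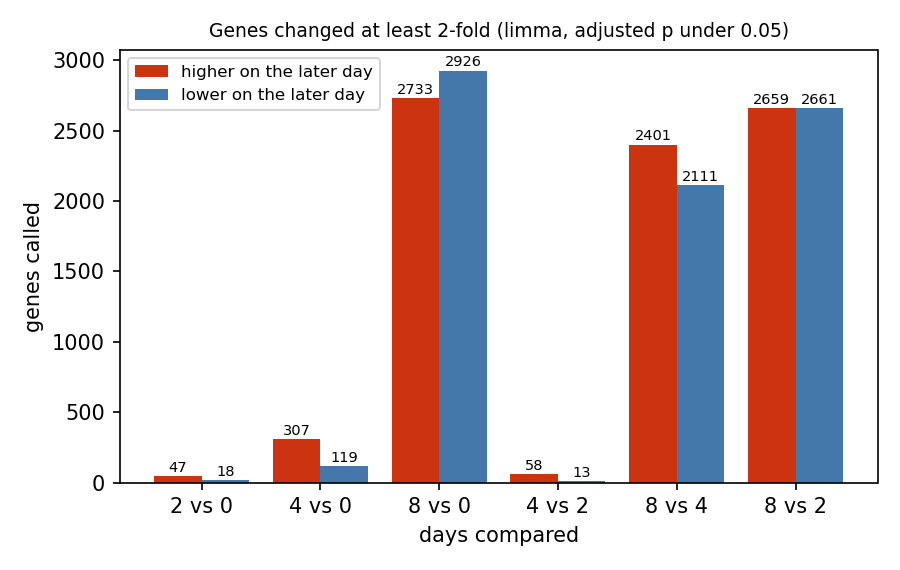
Number of genes higher (red) or lower (blue) on the later day of each pair of days, by limma at adjusted p under 0.05 and at least 2-fold. Comparisons with day 8 called 4512 to 5659 genes and the others 65 to 426.

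Day 2 against day 0 asked what changes soonest after induction. AP3 (AT3G54340), which specifies petals and stamens with PI, rose most among the floral regulators, from 0.122 ± 0.0983 to 37.7 ± 0.0399 FPKM (log2 change 5.11 ± 0.13, adjusted p = 8.15e-09). LFY (AT5G61850), a floral meristem identity regulator, rose from 30.6 ± 2.25 to 75.5 ± 8.88 FPKM (1.27 ± 0.11, adjusted p = 0.000544), and SEP3 (AT1G24260), a cofactor of the organ identity proteins, from 1.03 ± 0.166 to 4.08 ± 0.587 FPKM (1.33 ± 0.13, adjusted p = 0.00106). SEP2 (1.62 ± 0.24), AG (1.18 ± 0.18), the stamen and carpel identity gene, and JAG (1.74 ± 0.24), which promotes growth of lateral organs, rose as well. AP1 (0.90 ± 0.16) and SEP1 (0.99 ± 0.15) stayed under the 2-fold minimum. Apart from floral regulators, AT2G41730 (4.41 ± 0.64), the ethylene response factor gene HRE2 (3.71 ± 0.40), the alternative oxidase gene AOX1A (3.46 ± 0.32), which acts in mitochondria, and the sulfotransferase gene SOT12 (3.31 ± 0.36) rose. The day 2 replicates 1 and 2 differed for AT2G41730 (68.4 and 10.4 FPKM) and SOT12 (86.5 and 26.1 FPKM). Without day 2 replicate 1 these genes were at 3.11 and 2.46, and without day 2 replicate 2 at 5.71 and 4.15. BRC1, which represses the outgrowth of axillary buds, fell from 63.4 ± 5.94 to 23.9 ± 3.61 FPKM (-1.37 ± 0.22). AT5G52390 (-1.97 ± 0.25), AT4G17990 (-1.63 ± 0.13), AT3G21755 (-1.40 ± 0.25) and the KNOX-related gene KNATM (-1.37 ± 0.24) fell as well.

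In all, 47 genes rose and 18 fell from day 0 to day 2. The count of 65 was 19 without day 2 replicate 1, 22, 21 and 24 without day 0 replicates 1, 2 and 3, and 39 without day 4 replicate 2. It was 8 by ordinary tests without moderation, 25 with the replicate number as a block, and 121 when day 8 was left out of the fit. Of the 17 genes named by the rule and called, AP3, SEP3, LFY, AOX1A, HRE2, SOT12 and AT4G17990 kept their call without any single library. JAZ6, JAZ9 and LHCB2.2, named below outside the rule, were not checked in this way. The call of AG ended without any of the 5 libraries compared (highest adjusted p 0.103), as did that of BRC1 (0.22). The call of SEP2 ended without day 2 replicate 1 or 2 (0.0899), that of JAG without day 2 replicate 1 (0.129, log2 change 1.55), that of AT5G52390 without day 0 replicate 2 or either day 2 library (0.0633), and that of AT2G41730 without any day 0 library or day 2 replicate 1 (0.0809). JAZ1 (0.243) and the lectin gene AT1G78850 (0.272), which rose by 1.32 ± 0.23, lost their calls without any of the 5 libraries compared or day 4 replicate 2. KNATM (0.208) lost its call without any of the 5 compared or day 4 replicates 2 or 3, and AT3G21755 (0.28) without any of the 5 or day 4 replicates 1 or 2.

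Among lists of genes fixed beforehand, 4 of the 10 floral organ identity genes tested rose from day 0 to day 2 (AP3, AG, SEP2 and SEP3), also 4 when adjusted over the list alone, with a median log2 change of 0.95. The list passed camera against all other genes (adjusted p = 7.51e-19), and gave an adjusted p = 0.0845 with an estimated correlation. Of 19 jasmonate genes, the repressor genes JAZ1 (2.19 ± 0.37), JAZ6 and JAZ9 rose, and 7 rose when adjusted over the list alone (median 1.03, camera adjusted p = 1.38e-11, and adjusted p = 0.319 with an estimated correlation). Of 26 photosynthesis genes, 1 fell, both over all genes and adjusted over the list alone: LHCB2.2, an antenna protein gene chosen here after its value was seen (-1.19 ± 0.14, adjusted p = 0.00599). The photosynthesis list was lower as a group (median -0.61, camera adjusted p = 3.33e-21, and adjusted p = 0.159 with an estimated correlation), and 22 members had an unadjusted limma p under 0.05. In the floral meristem identity list, LFY was the 1 member of 6 to rise (camera adjusted p = 0.0134, and adjusted p = 0.43 with an estimated correlation), and the list lost its call without day 2 replicate 2 (adjusted p = 0.164). In limma, 0 of 20 floral transition genes (7 at unadjusted p under 0.05), 0 of 19 mitosis genes (6 at unadjusted p under 0.05) and 0 of 11 xylem genes (2 at unadjusted p under 0.05) were called. Camera placed the floral transition list lower (adjusted p = 6.25e-06, and adjusted p = 0.165 with an estimated correlation) and the mitosis list higher (adjusted p = 6.25e-06, and adjusted p = 0.449 with an estimated correlation). It placed the xylem list lower (adjusted p = 0.00561, and adjusted p = 0.43 with an estimated correlation), a call lost without day 0 replicate 1 or day 2 replicate 2 (highest adjusted p 0.418). Of the 24 lists tested, 7 passed camera with the preset correlation, and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05.

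Day 4 against day 2 asked what followed. Regulators of floral organs were among the genes with the largest rises. AP3 rose further to 176 ± 7.54 FPKM (2.2 ± 0.13, adjusted p = 3.24e-05), SEP3 to 26.4 ± 1.78 FPKM (2.44 ± 0.13, adjusted p = 1.84e-05) and AG from 1.54 ± 0.178 to 13.8 ± 1.31 FPKM (2.54 ± 0.18, adjusted p = 7.73e-05). PI (AT5G20240), the partner of AP3, rose by 1.54 ± 0.14, SEP1 by 1.45 ± 0.15 and SEP2 by 2.04 ± 0.24. The B3-domain gene REM22 (AT3G17010) went from 0.152 ± 0.0607 to 7.38 ± 1.00 FPKM (2.86 ± 0.17, adjusted p = 3.62e-05) and the B3-like gene AT5G57720 rose by 2.46 ± 0.16. SUP (2.08 ± 0.20), which sets the border between stamens and carpels, and RBE (1.48 ± 0.15), a regulator of petal formation, rose in the organ boundary list. The lectin genes AT1G78850 (2.42 ± 0.23) and AT3G15356 (2.08 ± 0.32), JAG (1.40 ± 0.24), the sugar transporter gene SWEET1 (1.22 ± 0.22) and NGA1 (1.01 ± 0.17), a regulator of style formation, rose too. Falls were fewer and included LDOX (-1.78 ± 0.32), an anthocyanin enzyme gene, AT2G43550 (-1.51 ± 0.23), the cold-regulated gene COR15A (-1.41 ± 0.27), AT3G59270 (-1.35 ± 0.23), AT3G50280 (-1.32 ± 0.25), BGLU6 (-1.20 ± 0.18) and AT4G17990 (-1.04 ± 0.13).

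From day 2 to day 4, 58 genes rose and 13 fell. The count of 71 was 28 without day 2 replicate 1, 120 without day 2 replicate 2 and 31 without day 4 replicate 3. It was 31 by ordinary tests without moderation and 133 when day 8 was left out of the fit. Of the 22 named genes called, SEP3, AP3, AG, SEP1, PI, REM22, SUP, RBE, AT1G78850 and AT5G57720 kept their calls without any single library. SEP2 lost its call without day 2 replicate 1 (adjusted p = 0.0572, log2 change 1.84), AT4G17990 without day 2 replicate 1 or day 4 replicate 2 (highest adjusted p 0.0833), and AT3G15356 without day 2 replicate 2 or day 4 replicates 1 or 3 (0.0694). BGLU6 (0.192) and AT2G43550 (0.195) lost theirs without day 2 replicate 1 or day 4 replicates 2 or 3, and JAG (0.12) without any of the 5 libraries compared. The calls of SWEET1 (0.308), COR15A (0.382) and LDOX (0.115) ended without any day 0 or day 4 library or day 2 replicate 1, and that of COR15A also after median-ratio rescaling (0.0592). LDOX was at -1.07 without day 2 replicate 1 and -2.5 without day 2 replicate 2. The calls of NGA1 (0.245), AT3G59270 (0.236) and AT3G50280 (0.376) ended without day 0 replicate 3, either day 2 library, or day 4 replicates 2 or 3. Those of NGA1 and AT3G50280 also ended without day 4 replicate 1, and those of AT3G59270 and AT3G50280 without day 0 replicates 1 or 2.

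As groups from day 2 to day 4, the organ identity genes rose in 6 of 10 tested members, also 6 when adjusted over the list alone (median 1.5, camera adjusted p = 1.25e-15, and adjusted p = 0.132 with an estimated correlation). Photosynthesis genes were higher as a list (median 0.39), with 1 member called when adjusted over the list alone (camera adjusted p = 4.45e-10, and adjusted p = 0.367 with an estimated correlation). Jasmonate genes were lower as a list (median -0.69), with 4 called when adjusted over the list alone (camera adjusted p = 2.7e-06, and adjusted p = 0.436 with an estimated correlation). Over all genes, limma called 0 members of either list, where 14 photosynthesis and 9 jasmonate genes had an unadjusted p under 0.05. The flavonoid list was lower, with LDOX called over all genes and 2 members adjusted over the list alone (camera adjusted p = 0.00156, and adjusted p = 0.436 with an estimated correlation). The floral transition list was lower with 0 members called by limma and 9 at unadjusted p under 0.05 (camera adjusted p = 1.47e-06, and adjusted p = 0.165 with an estimated correlation). Without called members in limma, camera placed the phloem (0.000814), epidermis (0.0138) and floral meristem identity (0.016) lists higher and the cytokinin response (0.00287), DNA replication (0.00652) and mitosis (0.0384) lists lower by adjusted p. In that order, 3, 3, 4, 4, 2 and 2 members had an unadjusted p under 0.05. With an estimated correlation these gave an adjusted p = 0.165 for phloem, 0.672 for epidermis and mitosis, 0.436 for floral meristem identity and cytokinin response, and 0.563 for DNA replication. Each of these calls ended without 1 library, with the adjusted p in parentheses. Floral meristem identity (0.0635), cytokinin response (0.386) and DNA replication (0.102) lost theirs without day 2 replicate 1, and phloem (0.0567) and epidermis (0.0603) without day 2 replicate 2. Mitosis lost its call without day 2 replicate 2 or day 4 replicates 2 or 3 (highest adjusted p 0.39). In all, 11 lists passed with the preset correlation and 0 with an estimated correlation, where 3 had an unadjusted p under 0.05.

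Over the 4 days from day 0 to day 4, AP1 (AT1G69120) rose from 95.1 ± 5.07 to 263 ± 13.2 FPKM (1.46 ± 0.14, adjusted p = 0.000171), AP3 by 7.30 ± 0.11 and LFY by 1.75 ± 0.10. The organ identity list had 7 of 10 tested members up, also 7 when adjusted over the list alone (median 2.25, camera adjusted p = 1.5e-18, and adjusted p = 0.0615 with an estimated correlation). Genes of the floral transition and inflorescence identity list went the other way. SPL9 (-1.1 ± 0.09) and SPL15 (-1.44 ± 0.14), which promote the transition, and TOE1 (-1.14 ± 0.13) and TOE3, relatives of AP2, fell, as 4 of 20 tested and 4 adjusted over the list alone (camera adjusted p = 7.13e-10, and adjusted p = 0.0615 with an estimated correlation). JAG (3.14 ± 0.21), its paralog NUB (1.56 ± 0.15), AOX1A (4.87 ± 0.29), HRE2 (5.46 ± 0.36) and SOT12 (4.85 ± 0.32) rose and LDOX (-2.51 ± 0.28) and BRC1 (-1.5 ± 0.20) fell. In all, 307 genes rose and 119 fell. LFY and AP1 were the 2 of 6 floral meristem identity genes to rise, also 2 adjusted over the list alone (camera adjusted p = 0.00564, and adjusted p = 0.477 with an estimated correlation). In the cytokinin response list ARR15, a response regulator, fell by log2 -1.05 ± 0.24, and 2 members fell adjusted over the list alone (camera adjusted p = 0.00141, and adjusted p = 0.477 with an estimated correlation). Camera placed the photosynthesis (0.01), DNA replication (0.0183) and meiosis (0.0344) lists lower and the epidermis list (0.0183) higher by adjusted p, each with an adjusted p = 0.714 with an estimated correlation and 0 members called by limma. At unadjusted p under 0.05 they had 6, 5, 4 and 6 members. Meiosis lost its call without day 4 replicate 1 or 2 (highest adjusted p 0.0582) and DNA replication without day 4 replicate 2 (0.0682). Of the 41 genes named by the rule and called, 37 kept the call without any single library. TOE3, outside the rule, was not checked in this way. ARR15 (0.0924) and JAZ1 (1.31 ± 0.33; 0.139) lost theirs without any of the 6 libraries compared, KNATM without day 4 replicate 1 (log2 change -0.95) and AT2G43550 without day 0 replicates 1 or 3 or day 4 replicates 2 or 3 (0.0591). With a pseudocount of 0.1 the count of 426 was 647. In all, 8 lists passed with the preset correlation and 0 with an estimated correlation, where 2 had an unadjusted p under 0.05.

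**Figure D3:**
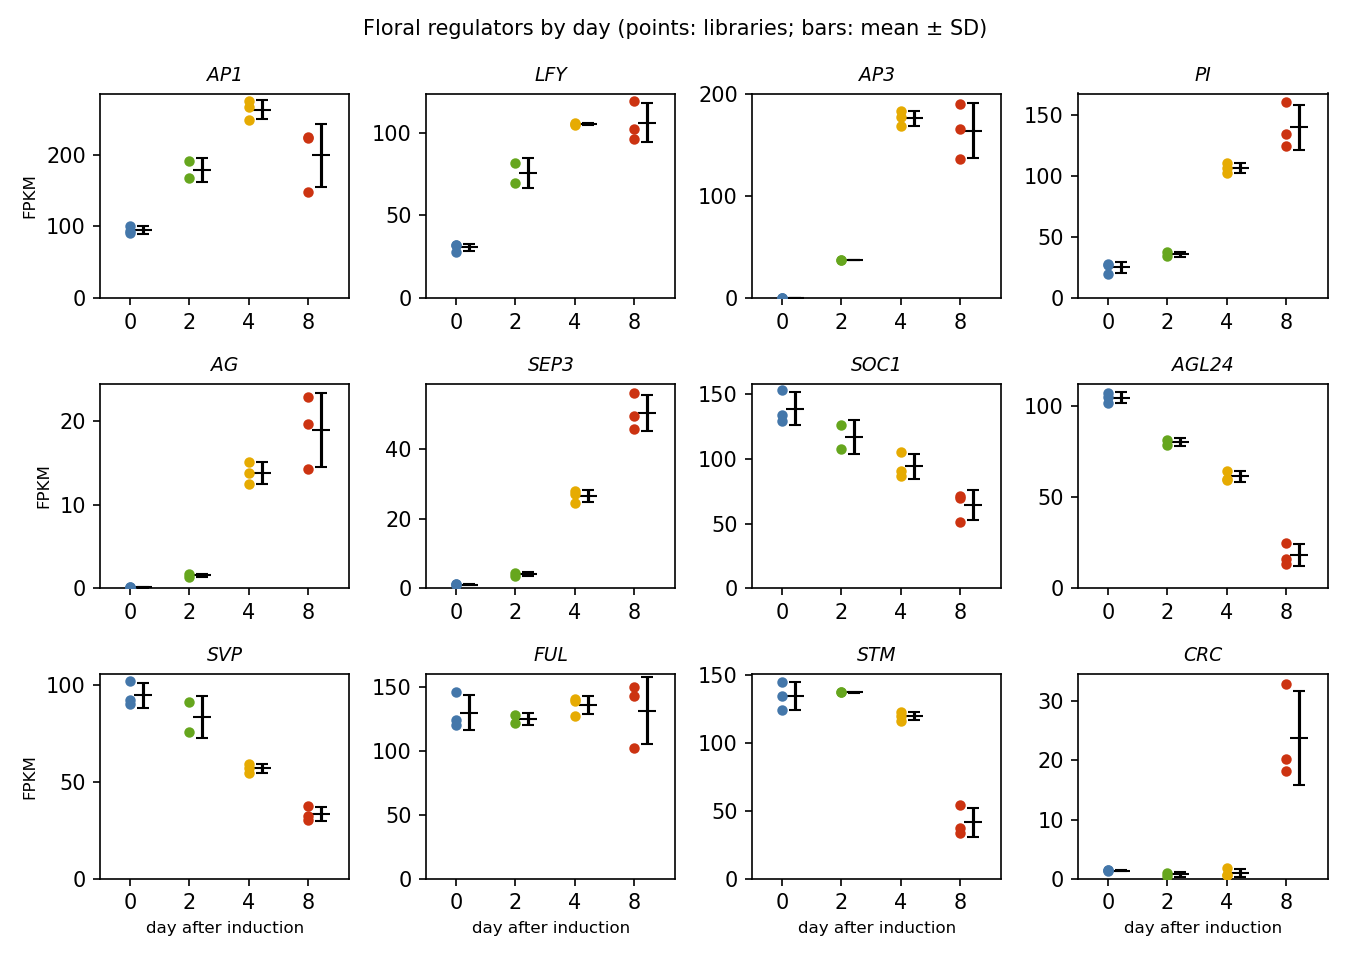
FPKM of 12 floral regulators by day, with points for libraries and bars for mean ± SD. AP3 went from 0.122 to 37.7 FPKM by day 2, and CRC went from 0.982 FPKM on day 4 to 23.8 FPKM on day 8.

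Day 8 against day 0 compared the ends of the series. Organ identity genes were still high on day 8. AP3 stood at 164 ± 27.0 FPKM (7.19 ± 0.11, adjusted p = 6.24e-11), SEP3 at 50.4 ± 5.15 FPKM (4.66 ± 0.11) and AG at 18.9 ± 4.38 FPKM (4.13 ± 0.16), and SEP2 (4.79 ± 0.21), SEP1 (3.33 ± 0.13), PI (2.44 ± 0.13) and AP1 (1.03 ± 0.14) were up as well. These were 7 of 10 tested members, also 7 adjusted over the list alone (camera adjusted p = 1.87e-05, and adjusted p = 0.489 with an estimated correlation). CRC (AT1G69180), which directs carpel and nectary formation, rose from 1.34 ± 0.112 to 23.8 ± 8.01 FPKM (3.37 ± 0.26, adjusted p = 6.88e-07). Of 20 floral transition genes, 12 fell and TEM1, a repressor of flowering, rose (3.64 ± 0.22), with the same counts adjusted over the list alone (camera adjusted p = 0.00342, and adjusted p = 0.489 with an estimated correlation). SPL15 (-3.94 ± 0.14), SPL9 (-2.92 ± 0.09), AGL24 (-2.5 ± 0.17) and SVP (-1.48 ± 0.10) were among those that fell. FUL (log2 change 0.00 ± 0.13) and TFL1 (-0.18 ± 0.20), which act in inflorescence meristems, were not called, and FT, the florigen gene, was listed at 0 FPKM in all day 8 libraries and was 0.900 ± 0.356 FPKM at day 0.

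Of 13 meristem maintenance genes, 5 fell from day 0 to day 8, also 5 adjusted over the list alone: the KNOX genes STM (-1.71 ± 0.14), KNAT1 (-2.22 ± 0.25) and KNAT2 (-1.54 ± 0.17), their partner PNF (-1.57 ± 0.13) and HAM2. WUS, the stem cell regulator, was at -0.83 ± 0.18 and under the 2-fold minimum. The list passed camera (adjusted p = 0.0407, and adjusted p = 0.777 with an estimated correlation), and lost its call without day 8 replicate 1 or 2 (highest adjusted p 0.0769). CAL fell (-2.13 ± 0.16) while LFY (1.75 ± 0.10) and AP1 rose, as 2 up and 1 down of 6 floral meristem identity genes, the same adjusted over the list alone (camera adjusted p = 0.594), where the median was -0.07, the mean 0.01 and the test upward. UFO, a partner of LFY, was at 0.26 ± 0.10.

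Cell division genes were lower on day 8. All 12 DNA replication genes fell, also 12 adjusted over the list alone (median -1.89, camera adjusted p = 4.66e-05, and adjusted p = 0.489 with an estimated correlation). PCNA1 (AT1G07370), the sliding clamp of DNA polymerase, fell from 66 ± 4.66 to 5.59 ± 0.670 FPKM (-3.35 ± 0.11, adjusted p = 2.72e-09), and the origin-binding gene ORC2 (-2.28 ± 0.10) and the helicase gene MCM3 (-2.11 ± 0.12) fell too. Of 19 mitosis genes 13 fell, also 13 adjusted over the list alone, among them the cyclin gene CYCA1;1 (-2.52 ± 0.19), the Aurora kinase gene AUR2 (-1.86 ± 0.09) and the phragmoplast gene MAP65-3 (-1.76 ± 0.13), with a camera adjusted p = 5.54e-05, and adjusted p = 0.777 with an estimated correlation. Of 18 meiosis genes 8 fell, also 8 adjusted over the list alone, including SDS (-1.62 ± 0.15), ASY1 (-1.48 ± 0.15) and the recombinase gene DMC1 (-1.38 ± 0.17), with a camera adjusted p = 0.0161, and adjusted p = 0.777 with an estimated correlation. Of 26 photosynthesis genes 8 fell, also 8 adjusted over the list alone (median -0.61, camera adjusted p = 0.0407, and adjusted p = 0.777 with an estimated correlation). They included the Rubisco small subunit gene RBCS1B (-4.34 ± 0.58), the chloroplast regulator gene GLK1 (-2.68 ± 0.34) and the antenna gene LHCB1.1 (-2.10 ± 0.21), and copies of RBCS1B and LHCB1.1 may share reads, while GLK2 was at -0.29 ± 0.11. Without day 8 replicate 1, RBCS1B was at -3.51. The photosynthesis list lost its call without day 0 replicate 2 or day 8 replicates 1 or 2 (highest adjusted p 0.1). Of 7 flavonoid genes 6 fell, also 6 adjusted over the list alone, such as CHS (-3.16 ± 0.31), FLS1 (-2.64 ± 0.34) and F3H (-2.49 ± 0.26), enzymes of the pathway, with a camera adjusted p = 0.0407, and adjusted p = 0.777 with an estimated correlation. That list lost its call without day 0 replicate 3 or day 8 replicates 2 or 3 (highest adjusted p 0.0669).

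Jasmonate genes rose most as a list from day 0 to day 8. JAZ1 (AT1G19180), a repressor induced by the hormone, went from 9.57 ± 2.51 to 720 ± 303 FPKM (6.01 ± 0.33, adjusted p = 8.52e-08), and the biosynthesis genes AOC1 (6.99 ± 0.32), AOC3 (6.12 ± 0.43) and LOX3 (5.61 ± 0.38) rose, of which the AOC copies may share reads. Of 19 tested, 17 rose, also 17 adjusted over the list alone (median 4.54, camera adjusted p = 1.58e-08, and adjusted p = 0.489 with an estimated correlation). The largest rises of single genes were RAP2.6 (9.70 ± 0.59), an ethylene response factor gene, SAG14 (9.39 ± 0.55), a senescence-associated gene, KMD3 (9.11 ± 0.16), AT3G15356 (8.75 ± 0.28) and AOC2 (8.62 ± 0.55). KMD3 (AT2G44130), which encodes an F-box protein that lowers cytokinin response, stood at 569 ± 149 FPKM on day 8. Its day 0 values (0.00818 to 0.00909 FPKM) were the lowest of their columns. In each column 776 to 821 genes shared that value, so it is not a measured level. The largest falls were AT3G59270 (-5.14 ± 0.21), AT5G59305 (-5.04 ± 0.20), the pectate lyase gene AT1G67750 (-4.98 ± 0.22), AT4G17990 (-4.92 ± 0.12) and RBCS1B. Among other hormone genes, the gibberellin list had 6 up and 3 down of 16 (camera adjusted p = 0.476), with the catabolic gene GA2OX6 (3.87 ± 0.33), the receptor gene GID1B (2.87 ± 0.11) and the repressor gene RGL3 (2.15 ± 0.14) up and the biosynthetic gene GA20OX1 (-3.59 ± 0.12) down. GAI (-0.42 ± 0.10) and RGL1 (-0.84 ± 0.13) of the same repressor family were under the 2-fold minimum. The auxin list had 2 up and 6 down of 15 (camera adjusted p = 0.22), with the response gene IAA2 (4.33 ± 0.24) up and the biosynthetic gene YUC4 (-1.84 ± 0.20) down. The cytokinin response list had 1 up and 5 down of 10 (camera adjusted p = 0.388), with ARR9 (-2.84 ± 0.27) down and the cytokinin oxidase gene CKX3 (1.42 ± 0.24) up. For these 3 lists the counts adjusted over the list alone were the same.

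Lists of organ formation and of other tissues went both ways from day 0 to day 8 or did not pass camera, and for each the count adjusted over the list alone equalled that over all genes. The organ boundary list had 2 up and 6 down of 13 (adjusted p = 0.428), with SUP (2.5 ± 0.18) and RBE (2.27 ± 0.13) up and LOB (-2.62 ± 0.18), LSH4 (-2.04 ± 0.14), BOP1 (-1.48 ± 0.15) and BOP2 (-1.27 ± 0.16) down. The organ polarity list had 1 up, which was CRC, and 5 down of 15 (adjusted p = 0.509), among them INO (-1.71 ± 0.18) and the auxin response factor genes ETT (-1.16 ± 0.15) and ARF4 (-1.14 ± 0.16). In the organ growth list 4 rose and 3 fell of 13 (adjusted p = 0.509, median -0.04, mean 0.30, test upward), and TCP13 (3.21 ± 0.19), JAG (3.12 ± 0.21) and TCP17 (-2.18 ± 0.21) moved most. In the gynoecium list 5 rose and 4 fell of 14 (adjusted p = 0.749, median -0.32, mean 0.22, test upward), with NGA1 (2.2 ± 0.15), NGA3 (1.81 ± 0.17) and HEC1 (1.38 ± 0.15) up. In the early anther list 4 rose and 1 fell of 12 (adjusted p = 0.428). The rises included TGA9 (2.62 ± 0.31) and SPL (SPOROCYTELESS), which starts sporogenous tissue. SPL stood at 2.26 ± 0.547 FPKM on day 8 (1.68 ± 0.16). Its day 0 values (0.00818 to 0.00909 FPKM) were the lowest of their columns and not a measured level. BAM2 (-1.35 ± 0.20) fell. Of 17 tapetum genes 14 were not tested because they were absent or too low, and 0 of the 3 tested were called by limma, with 1 at unadjusted p under 0.05 (camera adjusted p = 0.908, median 0.01, mean -0.05). Of the pollen genes only MYB120 was tested, and it rose (1.32 ± 0.42). Of 7 heat shock genes HSP17.6II (1.69 ± 0.28) rose (adjusted p of the list 0.507), and of 14 clock genes PRR9 (1.04 ± 0.26) and BOA (1.58 ± 0.18) rose and PRR3 (-1.35 ± 0.15) fell (0.428). Of 11 xylem genes VND7 (1.82 ± 0.21), a regulator of vessel cells, rose (0.812, median -0.21), and of 4 phloem genes SEOR1 (1.05 ± 0.13) and SEOR2 (1.07 ± 0.13), which form sieve element filaments, rose (0.412). Of 12 epidermis genes SHN1 (2.81 ± 0.25) rose and GL2 (-3.34 ± 0.21) fell (0.578, median 0.11, mean -0.05, test upward). RAV1 (1.69 ± 0.21) and SWEET1 (2.12 ± 0.20), from the fixed set of genes, rose.

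From day 0 to day 8, 2733 genes rose and 2926 fell, and the median of all genes was -0.19, also against days 2 and 4. After median-ratio rescaling, which removes that shift, 3245 rose and 2120 fell, so the share of rises was 60.5% in place of 48.3%. With rescaling, SOC1 (-1.11 ± 0.13), ETT, ARF4 and CUC2 (-1.02 ± 0.23) were at -0.89, -0.94, -0.93 and -0.82, under the 2-fold minimum. Of the 123 genes named by the rule and called, 112 kept the call without any single library. HAM2, outside the rule, was not checked in this way. Without day 8 replicate 1, AP1 (lowest log2 change 0.93, also lost without day 8 replicate 3), EMS1 (1.05 ± 0.14; 0.90), PRR9 (0.76) and BPE (1.22 ± 0.20; 0.98) lost theirs. Without day 8 replicate 2, SOC1 (-0.96), ETT (-0.99) and ARF4 (-0.91) did. SEOR1 (0.97) and SEOR2 (0.98) lost theirs without day 0 replicate 3 or day 8 replicate 3, MYB120 (0.83, and 1.94 without day 8 replicate 3) without day 8 replicates 1 or 2, and CUC2 (-0.77) without day 0 replicates 2 or 3 or day 8 replicates 1 or 2. In all, 9 lists passed camera with the preset correlation and 0 with an estimated correlation, where 0 had an unadjusted p under 0.05.

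**Figure D4:**
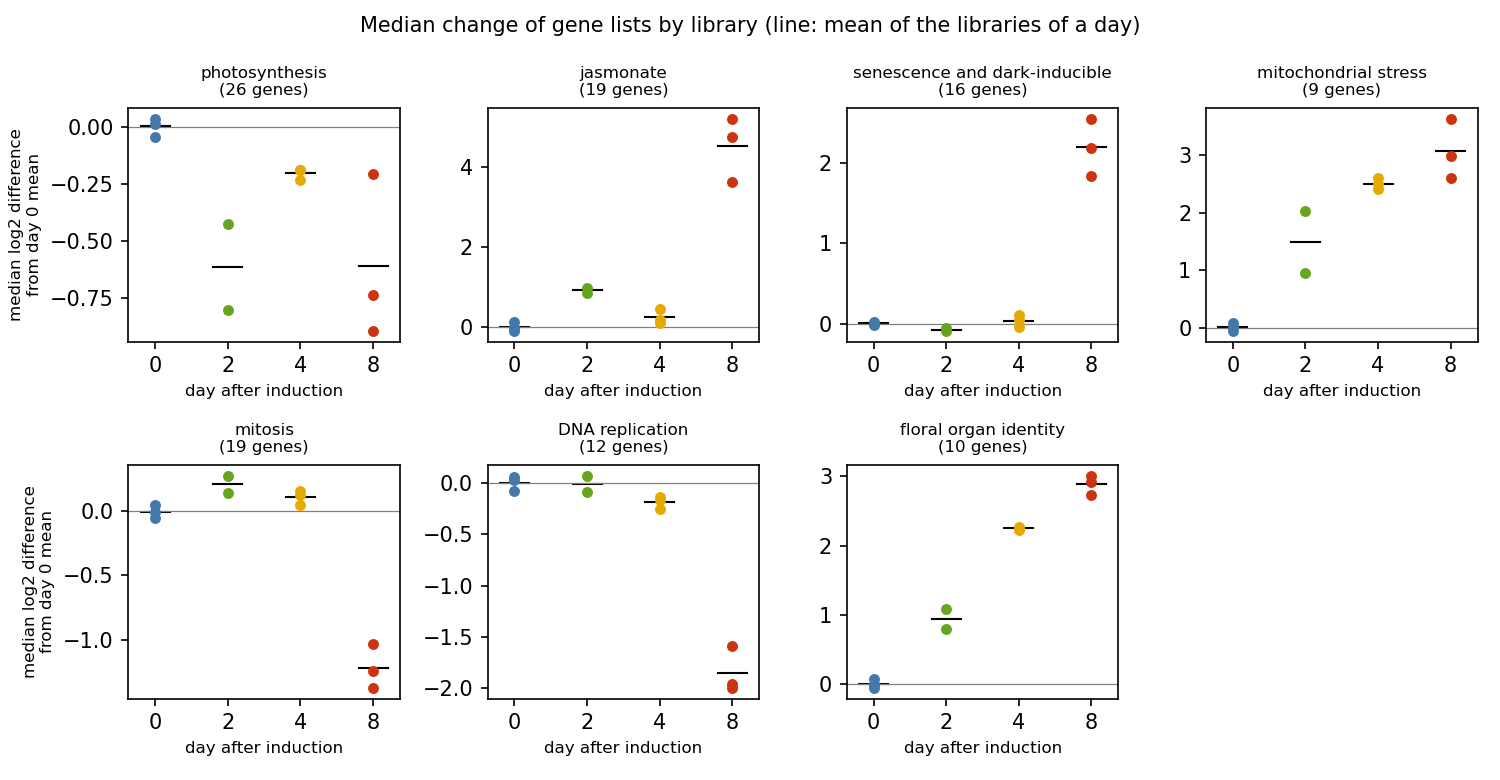
Median log2 difference of gene lists from the day 0 mean for each library (points) with the mean of a day (line). The senescence and mitochondrial stress lists were added after the data had been seen and show only members not looked at before; jasmonate and senescence genes were highest on day 8.

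Day 8 against day 4 compared the last interval of the series. KMD3 rose by 9.12 ± 0.16 and RAP2.6 by 9.56 ± 0.59, and CRC by 3.65 ± 0.26, while AP3 (-0.12 ± 0.11) and LFY (0.00 ± 0.10) were not called. BRC1 rose again (1.63 ± 0.20), to 71.0 ± 21.8 FPKM. AT5G59305 (-4.33 ± 0.20), RBCS1B (-4.25 ± 0.58), the germin-like gene GER3 (-4.16 ± 0.25) and RL4 (-4.05 ± 0.29) fell most. Of 19 jasmonate genes 17 rose (camera adjusted p = 1.85e-09), all 12 DNA replication genes (2.48e-05) and 16 of 19 mitosis genes (3.55e-06) fell, as did 5 of 13 meristem genes (0.027) and 2 of 18 meiosis genes (0.0474), with the same counts adjusted over the list alone. Each of these 5 lists gave an adjusted p = 0.776 with an estimated correlation. The meristem list lost its call without day 8 replicate 1 (adjusted p = 0.0542), and the meiosis list without day 4 replicates 2 or 3 or day 8 replicates 2 or 3 (highest adjusted p 0.0682). In all, 2401 genes rose and 2111 fell, and after median-ratio rescaling 2846 rose and 1466 fell, so 66% of the calls were rises in place of 53.2%. Rescaling put KNAT2 (-1.04 ± 0.17) at -0.83, PNF (-1.1 ± 0.13) at -0.89, AS1 (-1.12 ± 0.13) at -0.91, BOP1 (-1.08 ± 0.15) at -0.90, BOP2 (-1.19 ± 0.16) at -0.98 and LSH4 (-1.04 ± 0.14) at -0.83, under the 2-fold minimum, and SEP3 (0.90 ± 0.11) at 1.11 and SEP1 (0.89 ± 0.13) at 1.1, over it. Leaving out 1 library ended the calls of PNF (-0.94) and BOP1 (-0.94) without day 8 replicate 2, of SEP2 (1.13 ± 0.21; 0.99) and LSH4 (-0.93) without day 8 replicate 1, of KNAT2 (-0.79) without day 4 replicate 2 or day 8 replicate 2, of PRR9 (1.01 ± 0.26; 0.74) without day 4 replicate 2 or day 8 replicate 1, and of MYB120 (0.83) without day 8 replicates 1 or 2. MYB120 was at 1.94 without day 8 replicate 3, and RBCS1B at -3.43 without day 8 replicate 1.

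Day 8 against day 2, the pair of stages that the study compared for chromatin, gave 2659 rises and 2661 falls, and 3199 and 1909 after median-ratio rescaling, so 62.6% in place of 50% were rises. Organ identity (6 of 10 up, camera adjusted p = 0.00143) and jasmonate genes (17 of 19 up, 1.29e-06) were higher. DNA replication (12 of 12 down, 2.29e-05), mitosis (16 of 19 down, 4.89e-06), meiosis (4 of 18 down, 0.0278), meristem (5 of 13 down, 0.0278), flavonoid (6 of 7 down, 0.0287) and floral transition genes (9 of 20 down and 1 up, 0.00893) were lower, with the same counts adjusted over each list alone. The meristem list gave an adjusted p = 0.754 with an estimated correlation and lost its call without day 8 replicate 1 (0.0528), and the other 7 lists gave an adjusted p = 0.666 with an estimated correlation.

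The study related the number and position of predicted enhancers to nearby genes. It predicted them from chromatin accessibility measured in an earlier experiment on the same plant line, and it had already compared enhancers with the expression of their genes. Of 378 tested genes near an intergenic enhancer with changing accessibility, 48.7% changed among the days against 32.5% of other genes (odds ratio 1.97, Fisher's exact test, adjusted p = 4.06e-10). For 593 genes with an intronic enhancer it was 43.0% (1.57, adjusted p = 2.93e-07), and for 1149 genes with an enhancer in the 3′ untranslated region 32.1% (0.966, adjusted p = 0.604). With the 22 genes in both lists left out, intronic (43.1% of 571) and 3′ untranslated (31.9% of 1127) differed (odds ratio 1.61, 95% interval 1.3 to 2.00, adjusted p = 1.66e-05). Genes with 2 enhancers (49.3% of 521, 2.03, adjusted p = 1.91e-14), 3 enhancers (54.9% of 133, 2.51, adjusted p = 3.12e-07) and 4 or more (54.5% of 55, 2.46, adjusted p = 0.00155) changed more often than other genes. Lists with 4 or more and with 2 enhancers differed by an odds ratio of 1.23, with a 95% interval of 0.680 to 2.25 (exact p = 0.482). The median range of day means was 0.99 near changing intergenic enhancers, 0.86 for intronic, 0.72 for 3′ untranslated, and 1.00, 1.15 and 1.31 for 2, 3 and 4 or more enhancers, at percentile 96.0 of 10000 expression-matched random lists for the 3′ untranslated list and 100 for the others. Without the fold minimum, the calls ended for changing intergenic (odds ratio 1.17, adjusted p = 0.326), 3 (1.25, 0.39) and 4 or more enhancers (1.18, 0.76), and the 3′ untranslated list passed (1.27, 0.00287).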

Values the study reported

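The study defined a gene as differentially expressed when its expression changed at least 2-fold over the floral stages with an FDR below 0.05. It singled out 810 distal intergenic DNase I hypersensitive sites, taken as enhancers, whose accessibility varied by at least 1.5 times among stages. It stated that 21 flowering-time genes lay near such dynamic enhancers and that 17 of them, or 81.0%, were differentially expressed. Within genes, it listed 2142 enhancer candidates, and 158 genes carried both an intergenic and an intronic enhancer. It counted 94 genes with at least 4 enhancers.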

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

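The library weights by day, the fit without day 8 and the comparisons of enhancer lists with each other were chosen only after the results were seen. A change of the fold minimum moved the counts of all comparisons by over 1.5 times. The other alternatives moved counts of genes by that much only for day 2 against day 0, day 4 against day 0 and day 4 against day 2. The cause was not tested beyond the share of day 8 in the fit. With a pseudocount of 0.1, day 2 against day 0 called 98 genes in place of 65 and day 4 against day 0 called 647 in place of 426. Ordinary tests without moderation called 8 genes for day 2 against day 0 and 31 in place of 71 for day 4 against day 2. The replicate block called 25 genes for day 2 against day 0, and a fit on the groups compared only called 106. Library weights by day (1.71, 0.956, 1.79 and 0.336 for days 0, 2, 4 and 8) called 115 for day 2 against day 0 and 124 for day 4 against day 2, and without day 8 these were 121 and 133. Day 8 had the widest spread between libraries, and giving it less weight or none raised these counts. Leaving out each library in turn gave 19 to 94 genes for day 2 against day 0 and 28 to 120 for day 4 against day 2. It gave 5939 to 6805 among the 4 days, 334 to 465 for day 4 against day 0, 5291 to 6129 for day 8 against day 0, 4148 to 5014 for day 8 against day 4, 4976 to 5749 for day 8 against day 2, and 44 to 52 list calls.

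Without a fold minimum, 14130 genes were called among the 4 days, 160 for day 2 against day 0, 1733 for day 4 against day 0, 14261 for day 8 against day 0, 144 for day 4 against day 2, 13505 for day 8 against day 4 and 13507 for day 8 against day 2. In that setting 3 in place of 5 enhancer lists passed, with odds ratios of 1.17 for changing intergenic, 1.27 for 3′ untranslated, 1.25 for 3 and 1.18 for 4 or more enhancers. At least 4-fold, the counts were 1941, 12, 90, 1762, 11, 1301 and 1615 in the same order. With an estimated correlation 0 of the 48 list calls of camera held, where the unadjusted p was under 0.05 for 3 lists at day 2 against day 0, 2 at day 4 against day 0 and 3 at day 4 against day 2. Over all alternatives the named genes gave 18199 results that stayed called or stayed uncalled, 456 that lost a call and 191 that gained one, and the lists 2663, 91 and 42. The first number of each includes results uncalled in both settings, so these are not shares of the calls. None of these alternatives turned a called direction. Replicate numbers did not pair the libraries, since 3 of 11 correlated best with libraries of their own number. A further quantile normalization, another unit and the removal of organelle genes were not run.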

Other observations

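The families and the senescence and mitochondrial stress lists below were chosen only after the results were seen, and so were the members named. Among families of transcription factors, WRKY, NAC and ERF (with DREB) genes, many of which respond to stress, pathogens or ageing, were higher on day 8 than on day 0. Of 52 WRKY genes 27 rose and 6 fell (median log2 change 1.37, camera adjusted p = 4.87e-06, and adjusted p = 0.259 with an estimated correlation), with WRKY40 at 7.44 and WRKY33 at 5.89. Of 72 NAC genes 29 rose and 9 fell (median 0.72, adjusted p = 2.23e-05, and adjusted p = 0.0929 with an estimated correlation), with RD26 at 6.53 and ANAC019 at 6.15. Of 36 ERF genes 25 rose and 2 fell (median 1.81, adjusted p = 3.46e-08, and adjusted p = 0.259 with an estimated correlation). LBD (LATERAL ORGAN BOUNDARIES DOMAIN) genes were lower as a family at day 2 (median -0.42, camera adjusted p = 0.000283, and adjusted p = 0.12 with an estimated correlation), where limma called 0 of 14 and 7 had an unadjusted p under 0.05. They were also lower at day 4 (3 of 14 fell, camera adjusted p = 0.000104, and adjusted p = 0.0938 with an estimated correlation). At day 8 the family did not pass (8 fell and 1 rose, adjusted p = 0.116, and adjusted p = 0.392 with an estimated correlation), with LBD19 at -4.02, LBD18 at -2.84 and ASL5 at 1.8. Camera also placed the SPL family (SBP domain) lower at day 2 (adjusted p = 0.00821, and adjusted p = 0.277 with an estimated correlation) and day 4 (adjusted p = 0.023, and adjusted p = 0.385 with an estimated correlation), and WRKY genes higher at day 2 (adjusted p = 0.0202, and adjusted p = 0.82 with an estimated correlation). Limma called 0 of 16 SPL genes (8 at unadjusted p under 0.05) and 0 of 52 WRKY genes (14) at day 2, and SPL9 and SPL15 fell by day 4.

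Of the 16 senescence and dark-inducible genes not looked at before, 13 rose from day 0 to day 8 (camera adjusted p = 4.61e-08, and adjusted p = 0.00473 with an estimated correlation), with the senescence regulators ORE1 at 5.51 ± 0.20 and NAP at 4.59 ± 0.23. From day 0 to day 4 their median log2 change was 0.06. Of the 9 mitochondrial stress genes not looked at before, 2 rose from day 0 to day 2, 9 to day 4 and 8 to day 8 (camera adjusted p = 2.71e-14, 1.56e-13 and 1.55e-05, and adjusted p = 0.0218, 0.0251 and 0.0955 with an estimated correlation). ANAC013, a regulator of this response, rose by 1.88 ± 0.11 to day 2.

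The 3 patterns below were weighed with tests chosen only after the result was seen, except that of day 2 replicate 1 alone. The 35 jasmonate and unseen senescence genes had a median log2 change of 3.22 from day 0 to day 8, at percentile 100 of 10000 expression-matched lists, which spanned -0.82 to 0.61, and the 16 senescence genes alone had 2.03, with matched lists at -1.07 to 1.38. Quantile normalization moves genes of like level within a library alike, while the lists were matched on the mean over all libraries. This argues against the authors' quantile normalization only as a shift shared by genes of like mean level. The lowest day 8 library had a median of 2.70, which argues against a single library. A response of the harvested tissue apart from its floral stage, for example to handling or age, may underlie the median of 3.22 and cannot be told apart, since no library of day 8 came from plants treated otherwise. Floral stage itself stays open as well.

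The 9 unseen mitochondrial stress genes were above all day 0 libraries in 9 of 9 cases in day 2 replicate 2, which argues against a single day 2 library, although their median from the day 0 mean was 2.04 in replicate 1 and 0.96 in replicate 2. Their median change to day 4 was at percentile 100 of matched lists (-0.64 to 0.61). This argues against the quantile normalization only as a shift shared by genes of like mean level. Whether the repeated treatment or the floral stage underlies the median log2 change of 2.26 cannot be told apart, as no untreated library was taken after day 0.

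Camera placed the photosynthesis list lower on day 2 than on days 0 and 4, which did not hold with an estimated correlation (adjusted p = 0.159 and 0.367). Limma called 1 of 26 members against day 0 (22 at unadjusted p under 0.05) and 0 against day 4 (14 at unadjusted p under 0.05). Day 2 replicate 2 was at a median of -0.42 from the day 0 mean, which argues against day 2 replicate 1 alone. The list's median of -0.61 lay at percentile 0 of matched lists (-0.18 to 0.18). This argues against the quantile normalization only as a shift shared by genes of like mean level. For genes at the highest levels it decides little, since their values follow rank: RBCS1A had the same 4498 FPKM in all day 0 libraries and in day 4 replicate 1. Another harvest hour on day 2 cannot be told apart: 0 clock genes differed by log2 1 or more from both neighbouring days, and how far the clock genes would move is unknown without a known hour. CCA1 (0.43), LHY (0.47) and ELF4 (-0.48), the members farthest from day 0, went on in the same direction from day 2 to day 4 (0.29, 0.19 and -0.075), which does not set day 2 apart, while RVE8 (0.29, then -0.27) turned back. None of them was called. The methods state the same hour of light for all harvests. Floral stage stays open.

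The counts of other splits below were planned. Of 100 splits of the 11 libraries into groups of the same sizes, only the real one gave as many as 6328 genes. The highest other gave 5848, so a chance assignment of all 11 libraries can be excluded at this number of splits. In 3 splits, the highest other among them, the day 8 libraries stayed together, and 90 other splits called none, which points to the difference between day 8 and the other days as a structure of the samples. For day 4 against day 0, day 8 against day 0 and day 8 against day 4, 1 of 10 splits, the real one, gave as many genes, which are too few splits for a share under 0.05. The real counts were 426, 5659 and 4512, and the highest other split gave 0 in each.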
